A study of Homo sapiens with 12 samples. Its data were reported in "Parallel shift of DNA methylation and gene expression toward the mean in mouse spleen with aging" (2023).

How the data were processed

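RNA sequencing was carried out on HAP1 cells, a near-haploid human line derived from chronic myelogenous leukemia, and on a derivative in which SETDB1 had been knocked out. SETDB1 encodes a histone H3 lysine methyltransferase. Per the labels, total RNA was taken through one of 2 library kits of the same maker, a non-directional kit that does not keep the strand of the RNA and a directional kit that does. Groups and replicate numbers were read from the sample titles, which gave 4 groups of 3 libraries: wild type and knockout in each kit. The publication named in the header concerns DNA methylation in ageing mouse spleen and does not describe these libraries, so none of its methods or values were used, and every test below was chosen from the labels and the files.

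The authors deposited a table of raw gene counts for each of the 12 libraries, in the layout of the HTSeq counter, with closing lines for reads in no gene, reads in more than one gene and reads whose alignment was not unique. The 58735 gene IDs of the count tables all matched GENCODE release 29 on GRCh38, from which symbols, positions, strands and exon overlaps were taken. The aligner, the versions and the strand setting were not stated in the labels. The directional tables list 0 reads as not uniquely aligned and place most reads in no gene, so the strand that was counted was tested before use, and the directional results are reported with that limit. For the 6 non-directional libraries the authors also deposited a signal per locus for 6437 long L1 elements (LINE-1, the autonomous retrotransposon family of the human genome) of 6000 to 8788 bp, of subfamilies L1HS and L1PA2 to L1PA8, named by chromosome, start and end. Whether these positions count from 0 or from 1 is not stated, and they are given as the tables give them. All non-zero values of an L1 table were whole multiples of its smallest value (100% in each of the 6 tables), so they are whole reads divided by one factor per library, and the reads were recovered by that division. The factors were close to median-of-ratios size factors of the L1 reads themselves and so take up part of any change shared by all loci.

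Each kit was fitted alone. Gene counts were filtered with filterByExpr (minimum count of 10 and minimum total of 15), scaled by TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Standard errors of edgeR fold changes were taken as the absolute log2 fold change divided by the square root of F and are approximate. The difference between kits was tested as the genotype by kit term of one edgeR fit over all 12 libraries. Genes whose symbol starts with ZNF (zinc finger) or PCDH (protocadherin) were tested as sets with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the 2 families in 2 kits. The design for L1 loci had foreseen raw counts. Because the deposited L1 values are a normalized signal, L1 loci were tested with limma, lmFit and eBayes with an intensity trend, on log2(deposited value + 1), for loci that passed filterByExpr on the recovered reads with the gene-table library sizes. These log2 fold changes are on the log2(value + 1) scale, which understates the change of low loci. The count test on recovered reads with gene-table scaling was added after the values had been seen. L1 totals were summed from recovered reads per 1000000 gene counts of the same library and compared with a two-sided exact permutation test, for which 3 against 3 libraries cannot give a p below 0.1.

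Total gene counts ranged from 8921959 to 10199215 in the non-directional and from 532021 to 676691 in the directional libraries. The smallest abundance the depth can show, taken as 3 counts, was 0.294 to 0.336 counts per 1000000 (CPM) in the non-directional and 4.43 to 5.64 in the directional libraries. Shares of reads in single libraries carry Wilson 95% confidence intervals. Without molecular identifiers reads are not independent molecules, so intervals and floors cover counting error only. Replicates were compared by a chi-square test over genes with at least 20 reads in a pair of libraries. The test looks for excess spread only. The 3 non-directional knockout libraries showed no spread beyond sampling noise. Because no pair within that group differed, the test could not tell repeats of one library from closely matched samples, and they were kept as 3 samples as the titles state. Values with these libraries summed and counted as 1 are given, with no test, for the SETDB1 fold change and the number of changed genes only.

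Replicate numbers pair the groups only through the titles. Samples with the same number were checked by the correlation of their deviations from the group means, and each fit was repeated with the replicate number as a block. Genes named in the text were chosen before the data were examined: SETDB1, then the 5 genes that rose most and the 5 that fell most among those past the threshold in both kits in the same direction, with every knockout library on one side of every wild-type library in each kit and an average of at least 1 on the log2 CPM scale, ranked by the smaller of both absolute fold changes. For L1, the 3 loci that rose most and the 3 that fell most were taken among loci past the threshold with separated groups and a mean of at least 20 reads. Other genes named in the text were chosen after their values were seen, and the text says so.

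Alternatives fixed before the data were examined were DESeq2 1.42.0 size factors, total counts as scaling, no filter, a mean of at least 10 counts, the DESeq2 Wald test, a threshold that also asks for an absolute log2 fold change of at least 1, one fit over all 12 libraries, the replicate block, an estimated inter-gene correlation, other denominators and subsets of L1 loci, and leaving out each library in turn. Correction for GC content and transcript length by loess offsets, removal of the shift of 2 chromosome segments, a pseudocount of 0.1, eBayes without a trend, sums of the deposited L1 values, protein-coding ZNF genes, genes without an overlap on the opposite strand and the summed knockout libraries were added afterwards. GC content and length were known for 99.97% of the genes tested in the non-directional libraries. Segments were sought as runs of at least 100 neighbouring genes, at an average of at least 3 on the log2 CPM scale, whose running median over 41 genes stayed beyond 0.25 in log2 fold change.

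The fits were tested on simulated counts drawn from the real means and library sizes at a fixed dispersion of 0.005, with 200 genes changed by 1 on the log2 scale. The changed genes and L1 loci were taken only from those above a minimum mean count. Recovery therefore does not describe genes with few counts, such as SETDB1 in the directional libraries. The edgeR fit recovered 200 of the 200 changed genes among 13713 tested in the non-directional simulation with 10 false calls, and 199 of 200 among 4746 tested in the directional simulation with 9. The interaction term recovered 196 of 200 among 15770 genes, and the limma fit recovered 200 of 200 L1 loci, changed by 2 on the log2 scale, among 810 tested. Directional L1 values were not analysed here.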

Results

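Gene expression was measured by RNA sequencing in HAP1 cells, a near-haploid human leukemia line, and in a SETDB1 knockout derivative. The comparison asked how the expression of genes and of LINE-1 (L1) elements differs between the knockout and the wild-type cells. SETDB1 encodes a histone H3 lysine methyltransferase. The titles name no separate knockout clones. An effect of SETDB1 loss therefore cannot be told apart from other differences between the knockout and wild-type cells, and this limit holds for each difference given here. Each genotype was represented by 3 libraries made with a non-directional kit and 3 made with a directional kit, 12 libraries in all. The non-directional libraries held 9505824 ± 645634 gene counts in the wild type and 9910805 ± 215196 in the knockout (mean ± SD, n = 3 each). The directional libraries held 607442 ± 72532 and 581982 ± 40412 gene counts (SD, n = 3 each), which makes their values less precise.

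Read assignment differed sharply between the kits. In the non-directional libraries 80.4% ± 0.07 of the listed reads of the wild type and 80.3% ± 0.03 of the knockout fell in genes (SD, n = 3 each). In the directional libraries the shares were 5.27% ± 0.0034 and 5.26% ± 0.042 (SD, n = 3 each), and 94.6% of the reads fell in no gene in both genotypes. In wild-type replicate 1 the share of reads in no gene was 4.15% (Wilson 95% interval 4.14 to 4.16%) with the non-directional kit. Of the 4745 genes tested in the directional libraries, 81.2% had an exon overlap with a gene on the opposite strand, against 39.9% of the genes tested in the non-directional libraries. Across 1495 genes with a single tested partner on the opposite strand, the directional log2 fold change correlated more closely with the non-directional fold change of the partner (Spearman's rho 0.55) than with that of the gene itself (rho 0.23). These correlations are across genes, which are not independent replicates. The directional counts of a gene therefore cannot be read as its own sense transcription, and this limit holds for each directional value given here.

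**Figure D1:**
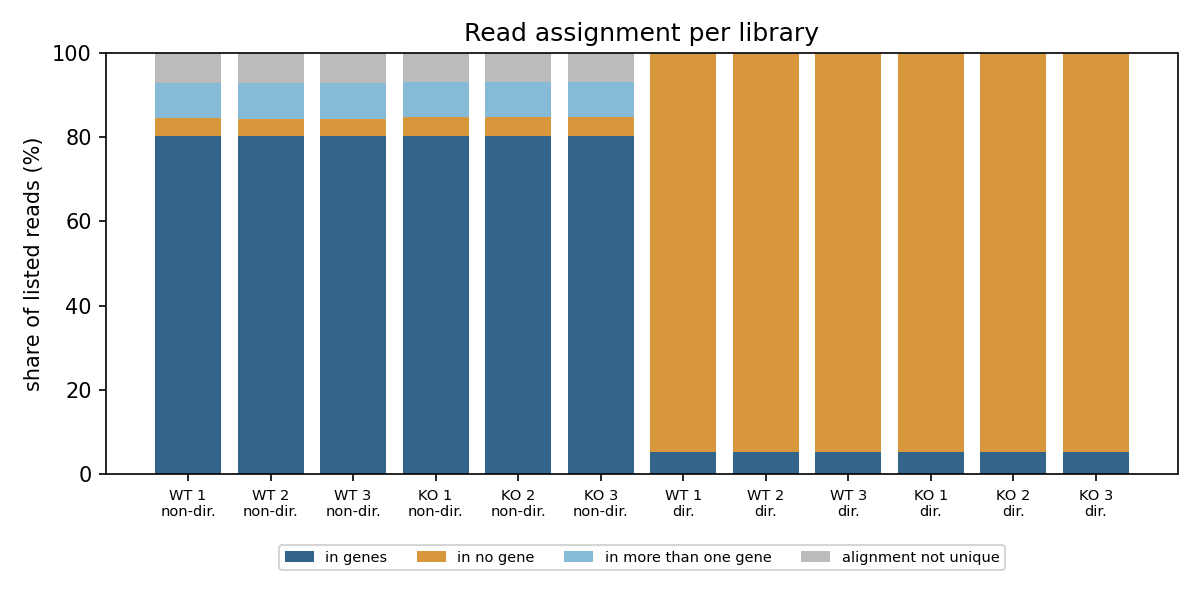
Stacked bars show the share of listed reads (%, y axis) that fell in genes, in no gene, in more than one gene, or had no unique alignment, for each of the 12 libraries (x axis; WT wild type, KO SETDB1 knockout, with replicate number and kit). The 6 non-directional libraries have about 80.4% of reads in genes, and the 6 directional libraries about 5.27%.

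Replicates were close. Between the 3 non-directional knockout libraries the chi-square per degree of freedom of the gene counts was 0.956, 0.979 and 0.991 (p = 0.99987, 0.956 and 0.773 by the chi-square test over 13559, 13574 and 13604 genes). Their counts thus show no spread beyond sampling noise. The test looks for excess spread only, and its p of 0.99987 places replicates 1 and 2 closer together than counting error usually leaves them. The 3 wild-type pairs of the same kit gave 1.82, 1.03 and 2.00, with a largest p of 0.0030 by the same test. In the directional libraries the wild-type pairs gave 1.09, 1.06 and 1.05 and the knockout pairs 1.05, 1.24 and 1.20, with a largest p of 0.0145. Replicates of these groups therefore differed beyond sampling noise. No pair among the 3 non-directional knockout libraries differed, and they were counted as 3 samples as labelled. Their spread covers counting error and shows no variation between cultures. The square root of the edgeR common dispersion was 0.020 in the non-directional and 0.028 in the directional libraries. Adjusted p-values of both kits therefore rest on a very small spread between replicates.

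SETDB1 itself (ENSG00000143379, chromosome 1, 150926263 to 150964744, plus strand, GRCh38) had 651, 543 and 519 counts in the non-directional wild-type replicates 1, 2 and 3 and 118, 106 and 118 in the knockout replicates. This was 60.3 ± 4.3 against 11.5 ± 0.64 counts per 1000000 (CPM; SD, n = 3 each), a log2 fold change of -2.39 (SE 0.079, edgeR adjusted p = 7e-43). With the knockout libraries summed and counted as 1 the log2 fold change was -2.39. With the replicate number as a block it was -2.39 as well, while same-numbered libraries did not deviate together (mean correlation -0.010). Removing the shared shift of the chromosome segment in which SETDB1 lies moved it most, to -1.93. The directional libraries held 12, 17 and 7 SETDB1 counts in the wild type and 6, 4 and 11 in the knockout, with a log2 fold change of -0.71 (SE 0.41, edgeR adjusted p = 0.256, and 0.286 with the replicate block, where the mean correlation of same-numbered libraries was -0.0016). Over the 12 alternatives the adjusted p lay between 0.104 and 0.658. At this depth, and with the strand limit above, a difference was not detectable in the directional tables.

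In the non-directional libraries 7089 of 13778 genes tested (51.5%) passed an edgeR adjusted p of 0.05, of which 3517 were higher and 3572 lower in the knockout. With the replicate number as a block 7074 genes passed, 7031 of them shared with the fit without the block, at a mean correlation of same-numbered libraries of -0.010. Requiring an absolute log2 fold change of at least 1 moved the count most, to 1074 genes, 498 higher and 576 lower. The DESeq2 Wald test called 5359 genes, 2641 higher and 2718 lower. One fit over all 12 libraries changed the balance to 2400 higher and 4170 lower. When the knockout libraries were summed and counted as 1, 388 genes lay at least 2-fold above every wild-type library and 481 at least 2-fold below, whereas single wild-type libraries lay outside the other 2 by as much in 109 to 132 genes.

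**Figure D2:**
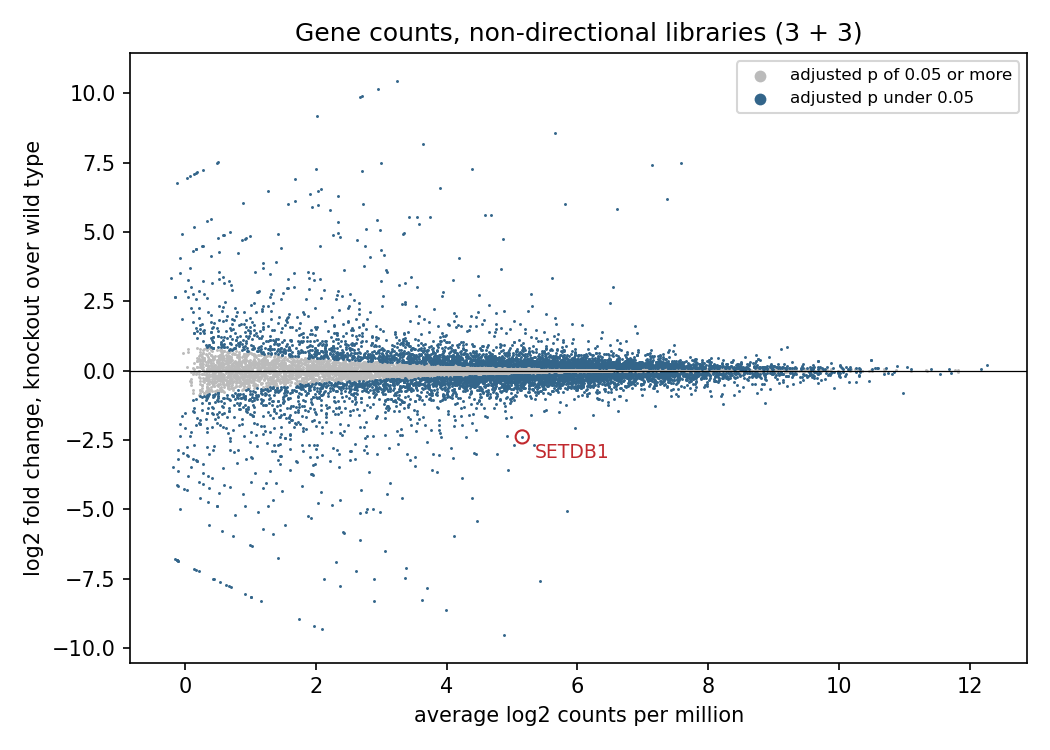
Each point is one of the 13778 genes tested in the non-directional libraries, with the average log2 CPM on the x axis and the log2 fold change of knockout over wild type on the y axis. Blue points are the 7089 genes with an edgeR adjusted p under 0.05, grey points the rest, and the red circle marks SETDB1 at -2.39.

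In the directional libraries 769 of 4745 genes tested (16.2%) passed the threshold, 364 higher and 405 lower in the knockout. The count was 712 with the replicate block, at a mean correlation of same-numbered libraries of -0.0016. Among the genes without an exon overlap on the opposite strand, 97 of 892 passed. Of 3020 genes tested in both kits, 282 passed in both, 240 of them (85.1%) in the same direction and 42 in opposite directions, and 261 passed in both with the replicate block. The log2 fold changes of both kits correlated with a Spearman's rho of 0.32 across these genes. Whether the knockout effect differed between kits was tested directly: the genotype by kit term passed for 288 of 15832 genes, 185 with a higher and 103 with a lower knockout effect in the directional libraries, and for 263 genes with the replicate block. DESeq2 size factors gave 267 genes, 144 higher and 123 lower, so the balance of directions depends on the scaling. With the strand limit above, the term need not compare the same RNA in both kits.

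Of the 204 genes that met the rule for naming, 95 rose and 109 fell. NLRP2 (ENSG00000022556, chromosome 19, 54953130 to 55001142, plus strand, protein coding) rose from 2.09 ± 0.57 to 374 ± 5.9 CPM in the non-directional libraries (SD, n = 3 each; log2 fold change 7.48, SE 0.074, edgeR adjusted p = 1.6e-81). Its directional counts were 0 in every wild-type library, and the knockout mean of 35.1 CPM was at least 6.63-fold higher. NLRP2 overlaps an exon of 1 other gene on its own strand, so its counts are uncertain. TBX10 (chromosome 11, 67631303 to 67639560, minus strand) rose by a log2 fold change of 4.84 in the non-directional and 4.39 in the directional libraries. FAM153A (chromosome 5, 177707981 to 177783398, minus strand) rose by 4.50 and 4.14, PLK5 (chromosome 19, 1524074 to 1536046, plus strand) by 3.52 and 3.20, and the long non-coding AC068707.2 (chromosome 10, 43325833 to 43350792, minus strand) by 2.42 and 2.30. FAM153A has close paralogs and overlaps AC138819.1 on the opposite strand, so its reads may not be its own. The highest directional count of TBX10, FAM153A, PLK5 and AC068707.2 in a knockout library was 105, 85, 40 and 81, close to the highest non-directional count of 105, 76, 61 and 107 despite the far smaller directional gene totals, so with the strand limit above these rises cannot be assigned to sense transcription of the named genes. The largest edgeR adjusted p of these 4 genes in either kit was 1.0e-12.

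PAX6 (ENSG00000007372, chromosome 11, 31784779 to 31818062, minus strand, protein coding) fell from 6.58 ± 0.31 to 1.62 ± 0.38 CPM in the non-directional libraries (SD, n = 3 each; log2 fold change -2.02, SE 0.21, edgeR adjusted p = 7.2e-14) and by a log2 fold change of -1.71 in the directional libraries (edgeR adjusted p = 4.9e-05). NEUROG2 (chromosome 4, 112513516 to 112516172, minus strand) had log2 fold changes of -1.45 and -1.56, the pseudogene MTX1P1 (chromosome 1, 155230975 to 155234325, plus strand) -1.49 and -1.43, TAP1 (chromosome 6, 32845209 to 32853978, minus strand) -1.42 and -2.38, and TRHDE-AS1 (chromosome 12, 72253508 to 72274907, minus strand) -1.25 and -2.75. PAX6, NEUROG2, TAP1 and TRHDE-AS1 each overlap an exon of a gene on the opposite strand, and MTX1P1 can share reads with its parent gene, so their counts are uncertain. MTX1P1 also lies in the chromosome 1 segment described below. Its highest directional count was 75 in the wild type and 27 in the knockout, close to the non-directional 83 and 29. For TRHDE-AS1 the highest wild-type count was 29 in the directional and 31 in the non-directional libraries. As for the genes that rose, the falls of MTX1P1 and TRHDE-AS1 cannot be assigned to their sense transcription. The directional call of NEUROG2 was lost under the DESeq2 Wald test (adjusted p = 0.057) and in the edgeR fit without wild-type replicate 2 (adjusted p = 0.106), and its adjusted p ranged from 3.9e-04 to 0.106 over 13 alternatives.

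The following 4 genes were among those with the smallest p-values in the non-directional libraries and were named after their values were seen. CTCFL (ENSG00000124092, chromosome 20, 57495966 to 57525652, minus strand) had at most 3 counts in each wild-type library and 98.4 ± 2.5 CPM in the knockout (SD, n = 3), at least 309-fold higher (edgeR adjusted p = 4.4e-64). PRAME (ENSG00000185686, chromosome 22, 22547701 to 22559361, minus strand), which overlaps 1 gene on the opposite strand, rose from 3.27 ± 0.92 to 187 ± 4.5 CPM (SD, n = 3 each; edgeR adjusted p = 5.8e-71). IFI16 (ENSG00000163565, chromosome 1, 158999968 to 159055155, plus strand) fell from 59.3 ± 0.97 CPM (SD, n = 3) to at most 1 count per knockout library, at least 196-fold lower (edgeR adjusted p = 7.6e-57). ITM2A (ENSG00000078596, chromosome X, 79360384 to 79367667, minus strand) fell from 112.5 ± 3.0 to 3.33 ± 0.06 CPM (SD, n = 3 each; edgeR adjusted p = 9.3e-64).

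The ZNF and PCDH families had been fixed as gene sets before the data were examined. In the non-directional libraries the 486 ZNF genes tested had a median log2 fold change of 0.24 (camera adjusted p = 1.5e-09, and 3.3e-10 with the replicate block), with 241 called higher and 39 lower. The 42 PCDH genes had a median of 0.84 (camera adjusted p = 0.00043, and 5.9e-05 with the block), with 30 called higher and 8 lower. Both medians stayed above 0 under each scaling, and the alternative that raised the adjusted p most was an estimated inter-gene correlation, with 0.0039 for ZNF and 0.013 for PCDH genes; over all alternatives the adjusted p lay between 2.6e-15 and 0.0039 and between 5.4e-08 and 0.013. In the directional libraries the 59 ZNF genes tested had a median of 0.23 (camera adjusted p = 3.9e-07, and 4e-07 with the block). A single PCDH gene was tested there, with a log2 fold change of 2.71 (camera adjusted p = 0.0042 with and without the block), which does not describe a family. Same-numbered libraries did not deviate together in either kit (mean correlations -0.010 and -0.0016). Members of both families resemble one another, and clustered PCDH genes share exons, so single members can gain or lose shared reads.

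Recovered L1 reads amounted to 2974 ± 83 per 1000000 gene counts in the wild type and 4231 ± 35 in the knockout (SD, n = 3 each), a 1.42-fold rise (log2 ratio 0.51). The difference exceeded the spread between replicates, and the two-sided exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The mean of the differences within replicate numbers, which takes the number as a block, was also 0.51, at a mean correlation of same-numbered L1 tables of 0.0061. The sum of the deposited values, which carry a factor of 0.891 ± 0.072 in the wild type and 1.19 ± 0.016 in the knockout (SD, n = 3 each), moved the result most and rose 1.11-fold (log2 ratio 0.15). Per 1000000 gene counts, though not in sums of the deposited values, every knockout library lay above every wild-type library in all 8 subfamilies, each with an exact permutation p of 0.1 before and after adjustment over the 8 subfamilies. Chance separates 3 from 3 libraries in 10% of splits. L1PA2 rose 1.93-fold, from 506 ± 19 to 974 ± 18 reads per 1000000 gene counts, and L1HS 1.80-fold, from 185 ± 13 to 332 ± 12 (SD, n = 3 each). L1PA3 rose 1.44-fold, L1PA4 1.36-fold, L1PA8 1.27-fold, L1PA7 1.21-fold, L1PA5 1.17-fold and L1PA6 1.08-fold. Copies of young subfamilies are nearly identical, so how reads were shared among them affects single loci. With sums of the deposited values the direction depended on the subfamily: the groups were separated upward in 4 of the 8 (L1HS, L1PA2, L1PA3 and L1PA4) and downward in 3, with knockout to wild-type ratios of 0.919 for L1PA5, 0.845 for L1PA6 and 0.946 for L1PA7, while L1PA8 overlapped.

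**Figure D3:**
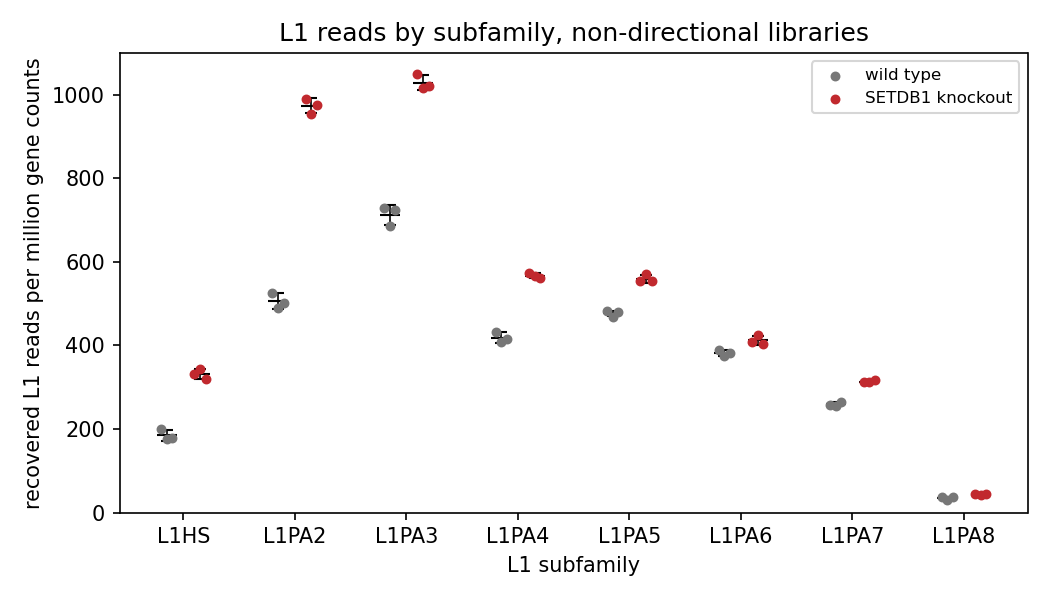
Points are single non-directional libraries, 3 per genotype, with recovered L1 reads per 1000000 gene counts on the y axis and L1 subfamily on the x axis; black bars give the mean and 1 SD. The knockout points lie above the wild-type points in all 8 subfamilies, with the largest fold changes for L1PA2 (506 against 974) and L1HS (185 against 332), whereas in sums of the deposited values 3 subfamilies (L1PA5, L1PA6 and L1PA7) lie below.

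Of 816 L1 loci tested, 232 passed a limma adjusted p of 0.05 on the deposited values, 156 higher and 76 lower in the knockout, and 248 passed with the replicate block. The edgeR test on recovered reads with gene-table scaling called 281 loci, 245 higher and 36 lower (250 with the block, at a mean correlation of same-numbered L1 tables of 0.0061), and 192 loci were called in the same direction by both tests. Of the 76 loci lower on the deposited values, 36 stayed lower by edgeR and 40 did not pass. Without a filter 154 loci passed on the deposited values. Positions are those of the tables, on GRCh38. The locus that rose most was an L1PA5 copy on chromosome 2, 51769032 to 51775205, within AC007402.1, from 2.31 ± 2.25 to 199 ± 14 in deposited units (SD, n = 3 each; log2 fold change 6.22, SE 0.42, limma adjusted p = 3.6e-09), with 221 to 255 reads in the knockout. An L1PA7 copy within TMC1 (chromosome 9, 72710787 to 72717219) rose by a log2 fold change of 5.94 and an L1PA2 copy outside annotated genes (chromosome 6, 91047152 to 91053161) by 3.70. The locus that fell most was an L1PA6 copy on chromosome 1, 173650109 to 173656242, overlapping ANKRD45 and AL139142.2, from 51.2 ± 11.5 to 9.31 ± 4.84 (SD, n = 3 each; log2 fold change -2.42, SE 0.33, limma adjusted p = 2.7e-05). An L1PA3 copy on chromosome X (149334010 to 149340027, outside annotated genes) had a log2 fold change of -1.90 and an L1PA7 copy within SNX13 (chromosome 7, 17806657 to 17813125) one of -1.77. Reads of a locus within a gene cannot be told from reads of that gene's transcript in these tables.

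Changes were not spread evenly along the chromosomes. On chromosome 1 the 426 genes at sufficient expression between 146938744 and 248859144 had a median log2 fold change of -0.46, and 94.8% of them were lower in the knockout. On chromosome 9 the 124 genes between 72351425 and 117415070 had a median of 0.41, and 91.1% were higher. The chromosome 1 segment held 448 of the 3572 genes called lower (12.5%), and SETDB1, IFI16, MTX1P1 and the L1 locus that fell most lie in it. The chromosome 9 segment held 122 of the 3517 genes called higher (3.47%) and the L1 locus within TMC1. Shorter runs lay on chromosome 19 between 19645198 and 29213541 (39 genes, median 0.61), on chromosome X between 46446857 and 48903143 (30 genes, -0.35), on chromosome 4 between 183099293 and 188005050 (17 genes, -0.69) and on chromosome 19 between 57527325 and 57846238 (12 genes, 0.43).

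**Figure D4:**
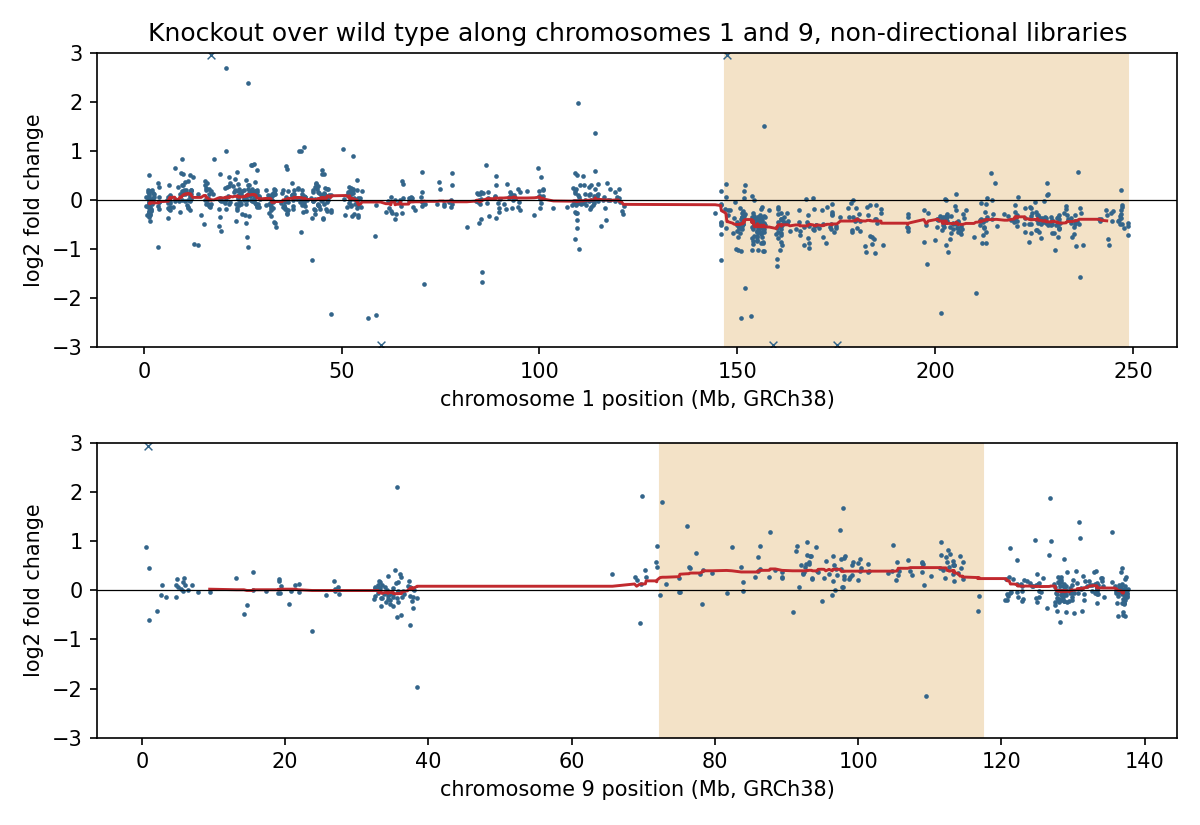
Points are genes of the non-directional libraries at an average of at least 3 on the log2 CPM scale, by position on chromosomes 1 and 9 (x axis, Mb, GRCh38) and log2 fold change of knockout over wild type (y axis, crosses at the edge lie beyond 3); the red line is the running median over 41 genes. Shading marks the segments with medians of -0.46 and 0.41.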

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

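The comparison of library splits was set before the data were examined, and each other test in this part was chosen after the result it bears on had been seen.

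The knockout effect differed between the kits for 288 of 15832 genes by the edgeR interaction test. Of the 288 genes, 79.2% had an exon overlap with a gene on the opposite strand, against 48.7% of the other 15544 (two-sided Fisher's exact test p = 8.2e-26), but many of the latter have too few directional counts to pass. Among genes with enough counts to be tested in the directional libraries, 83.7% of the 239 with a kit difference had such an overlap, against 81.1% of the other 4506 (p = 0.35 by the same exact test; genes are not independent in either comparison). The larger contrast may therefore come from which genes have directional counts at all. The second comparison cannot decide on the strand that was counted, since most genes with directional counts have such an overlap with or without a kit difference. Because directional counts of a gene cannot be read as its own sense transcription, the interaction term need not compare the same RNA in both kits. The mean directional count had a median of 50.6 over the 288 genes, against 3.5 over the other 15544, but genes with few counts can hardly pass the test, so this says nothing on low counts as a cause. Of the 16 combinations of library splits that part all same-numbered pairs in both kits, 2 gave as many genes, the real one included. The other gave 290 genes, kept the real labels in the non-directional libraries and exchanged those of replicates 2 and 3 in the directional libraries, so it holds much of the knockout effect and is no comparison without one. The 9 combinations that exchange labels in both kits gave 0 genes, and at most 767 at an unadjusted p under 0.05 against 1491 for the real labels. The share of combinations could not have gone below 0.05, so it does not decide on an accidental grouping. The kit difference cannot be told apart from these technical explanations, and no biological explanation was tested.

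Reads in no gene, which enter no comparison of genes, took 4.39% ± 0.016 of the listed reads in the non-directional knockout libraries and 4.10% ± 0.086 in the wild-type libraries (SD, n = 3 each). All 3 knockout libraries lay above all 3 wild-type libraries, a rise of 0.292 percentage points (exact two-sided permutation p = 0.1, the smallest possible). Reads without a unique alignment moved the other way, from 7.15% ± 0.066 to 6.90% ± 0.040 (SD, n = 3 each), a difference of -0.246 points with all 3 knockout libraries below all 3 wild-type libraries (exact two-sided permutation p = 0.1), while reads in genes took 80.4% and 80.3%. The tables do not tell whether the same reads changed class. Read totals do not set the genotypes apart, since 3 of the 3 knockout totals lay within the range of the wild-type totals. L1 loci outside genes gained reads equal to 13.7% of that rise, so they could account for no larger part of it; whether these reads were counted in no gene or as not uniquely aligned is not known. Reads of introns or of transcripts outside the annotation could make up the rest of the rise of 0.292 points, but the tables give no positions for these reads and the pattern cannot be told apart from that explanation.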

How the results depend on the processing

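Alternatives were fixed before the data were examined unless stated. Across the comparisons, 77 of 78 values from fits that left out 1 library, 64 of 72 values under the other alternatives and 25 of 28 under alternatives chosen after seeing the data kept their direction and their side of the threshold, or stayed within the limits set for counts and for values without a test. The limit for counts was wide. For example, 5359 genes by the DESeq2 Wald test in the non-directional libraries, beside the 7089 reported, were scored as within it. Leaving out 1 library at a time gave 6394 to 7134 genes in the non-directional and 598 to 688 in the directional libraries, 196 to 329 genes for the interaction, and 154 to 228 L1 loci. Under the same omissions the SETDB1 log2 fold change ranged from -2.45 to -2.35 in the non-directional and from -1.21 to -0.44 in the directional libraries, and the median of the set from 0.23 to 0.25 for ZNF and 0.79 to 1.17 for PCDH genes in the non-directional libraries and from 0.20 to 0.28 and 2.69 to 3.22 in the directional libraries. The log2 ratio of the L1 total ranged from 0.49 to 0.53, and all 8 subfamilies stayed separated in each omission.

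Requiring an absolute log2 fold change of at least 1 reduced the genes changed from 7089 to 1074 in the non-directional and from 769 to 188 in the directional libraries, those changed in both kits from 282 to 41 and those with an interaction from 288 to 151. The DESeq2 Wald test called 5359 genes in the non-directional libraries, 330 in the directional libraries and 112 in both kits. Restricting the directional test to genes without an overlap on the opposite strand, chosen after seeing the data, left 97 genes of 892. Without a filter 154 L1 loci passed. L1 loci with a mean of at least 10 counts gave a log2 ratio of the total of 0.40. Sums of the deposited values, chosen after seeing the data, gave 0.15, and 4 subfamilies in place of 8 were separated upward, while 3 (L1PA5, L1PA6 and L1PA7) were separated downward and L1PA8 overlapped. For these changes the cause was not tested, except that the deposited factor was 0.891 in the wild type and 1.19 in the knockout, which lowers the L1 ratio.

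Directions among calls depended on scaling for the L1 loci, with 156 higher and 76 lower on the deposited values, 246 and 35 with gene-table totals, and 146 and 86 with the total and TMM of the L1 table itself. One fit over all 12 libraries gave 2400 genes higher and 4170 lower in the non-directional libraries, at a median over all genes of -0.046. The interaction gave 185 higher and 103 lower with TMM and 144 and 123 with DESeq2 size factors, and 126 of 278 were higher with a mean of at least 10 counts. No scaling moved the median of all genes by over 0.1.

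With the replicate number as a block the counts were 7074 and 712 genes in the non-directional and directional libraries, 261 in both kits, 263 for the interaction and 248 L1 loci. With the block and the GC and length correction, chosen after seeing the data, 7404 genes passed in the non-directional libraries, and the set medians were 0.24 for ZNF and 0.86 for PCDH genes. Same-numbered libraries did not deviate together (correlations of -0.010, -0.0016 and 0.0061 for the non-directional, directional and L1 tables), so a call lost under the block is not a sign of a weaker effect.

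Single genes and L1 loci were compared with their alternatives in 535 comparisons, which cover those named except SETDB1, and 5 further genes with small p-values. Of the 535, 533 kept direction and side of the threshold and 2 were weaker, both for NEUROG2 in the directional libraries. The estimated inter-gene correlation could not be used for the single directional PCDH gene. SETDB1 in the directional libraries has too few counts for the filter on a mean of at least 10. Directional depth limits the smallest abundance shown to 4.43 to 5.64 CPM.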

Other observations

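The comparison of library splits was set before the data were examined, and each other test in this part was chosen after the result it bears on had been seen.

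Other splits of the libraries were compared with the real one. Splits that part all 3 same-numbered pairs number 4 per kit, and the remaining 6 of the 10 part only 1 pair. Of the 4 splits, 1, the real one, gave as many genes in the non-directional libraries, 1 in the directional libraries, and 1 as many L1 loci. Every other split of the 10 gave 0 calls at an adjusted p under 0.05 in these tables. At an unadjusted p under 0.05 the other splits that part all pairs gave at most 115 genes against 7729, at most 121 against 1281 and at most 17 loci against 314. For each of the ZNF and PCDH sets, in each kit, 1 of the 4 splits gave a set p as small. In the non-directional libraries the next smallest unadjusted camera p was 3.0e-07 against 3.9e-10 for ZNF and 4.8e-04 against 3.2e-04 for PCDH genes. For genes changed in both kits, 1 of 16 combinations of splits gave as many. Every other split of 3 against 3 puts 2 libraries of one genotype with 1 of the other, so it keeps part of the knockout effect and adds the rest to the spread, and none of them is a comparison without an effect. The shares of splits could not have gone below 0.05 whatever the data, so they do not decide on an accidental grouping.

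The 3 non-directional knockout libraries agree within sampling noise in their gene counts. If one RNA sample or library had been sequenced 3 times, their L1 reads may be expected to agree as well. The L1 reads gave a chi-square per degree of freedom of 1.57 to 1.69 between knockout libraries and 1.56 to 1.80 between wild-type libraries, so the L1 tables carry extra spread in both genotypes and the pattern cannot be told apart from a repeated sample.

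Directional counts in genes are scarce. One candidate explanation is that reads were counted on the strand opposite to the genes. Across 2145 genes with a single overlapping gene on the opposite strand, directional counts correlated with the non-directional counts of that gene at a Spearman's rho of 0.26 and with the gene's own at 0.20, and the fold changes pointed the same way (0.55 against 0.23). Genes with an expressed gene opposite held a directional share of reads of 2.25% of their non-directional share in the median, against 0.539% for genes with nothing opposite, which goes against reads of genomic DNA or of other RNA spread evenly. These tests suggest, as a hypothesis, that the tables hold mainly antisense reads and reads of overlapping genes. No biological explanation was tested.

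The L1 total was higher in the knockout. The deposited factors do not produce the rise, since the log2 ratio was 0.15 with them and 0.51 without. A few loci do not carry it, since the ratio was 0.52 without the 10 loci with the highest mean count. Depth does not set the genotypes apart, since 3 of the 3 knockout gene totals lay within the wild-type range. Transcription of host genes contributes at most in part: the ratio was 0.80 over 3408 loci outside genes and 0.41 over 2992 loci inside genes, while across 556 loci within a single tested gene the change of the locus followed that of the gene (Spearman's rho 0.57). Outside the chromosome 1 and 9 segments the ratio was 0.50. Over L1HS and L1PA2 loci it was 0.92 and over the other 6 subfamilies 0.36. Sharing of reads among the listed copies would leave their sum as it is, but how reads shared with L1 copies outside the list were placed is not known, and the rise cannot be told apart from such sharing. Release of L1 loci outside genes in the knockout may be another reading, as a hypothesis.

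The longest runs of neighbouring genes that shifted together lay on chromosomes 1 and 9. Correction for GC content and length in the fit with the replicate block hardly moved the medians, to -0.45 on chromosome 1 and 0.40 on chromosome 9. Genes outside the segments matched to each of the 426 genes on chromosome 1 by GC content, length and expression had a median of 0.021, and those matched to chromosome 9 a median of 0.068, so genes alike in these properties were not shifted in the same measure. Over 1000 shuffled gene orders the longest run beyond the bound held 11 genes, against 426 and 124. Besides these segments, 4 shorter runs exceeded the 11 genes of the shuffled orders. They held 39 genes (median 0.61) and 12 genes (0.43) on chromosome 19, 30 genes on chromosome X (-0.35) and 17 genes on chromosome 4 (-0.69). Their directional medians had the same direction (0.71, 0.44, -0.30 and -0.59) but rest on 7, 2, 10 and 5 genes. The run of 12 genes on chromosome 19 began at ZNF549 and ended at ZNF587B, so it is not independent of the ZNF set. No further explanation was tested for these runs. The least expressed genes of the chromosome 1 segment had a median of -0.47 and the most expressed -0.45, so a few abundant genes do not make it. The directional medians were -0.53 on chromosome 1 and 0.27 over 31 genes on chromosome 9, against -0.46 and 0.41 in the non-directional libraries. Both segments kept their direction, with a smaller shift on chromosome 9, so the kit alone does not make them. If the knockout cells hold fewer copies of the chromosome 1 segment than the wild-type cells, L1 loci in it could be lower as well. By edgeR on recovered reads the median log2 fold change was 0.085 over the 43 tested L1 loci inside and 0.36 over loci outside the segments (difference -0.27, permutation p = 0.0087, one-sided, 10000 random draws of loci). Loci within genes were not left out, and changes of such loci followed those of their genes (Spearman's rho 0.57). The lower L1 values may therefore restate the shift of the genes, and the test does not decide on copy number. A difference in copy number between the cell populations, such as between clones, stays a hypothesis, and part of the SETDB1 and IFI16 changes would then reflect it. It cannot be separated from an effect of the knockout on the segment with RNA alone.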
